# Natural Flavonoid Pectolinarigenin Alleviated Hyperuricemic Nephropathy via Suppressing TGFβ/SMAD3 and JAK2/STAT3 Signaling Pathways

**DOI:** 10.3389/fphar.2021.792139

**Published:** 2022-01-27

**Authors:** Qian Ren, Bo Wang, Fan Guo, Rongshuang Huang, Zhouke Tan, Liang Ma, Ping Fu

**Keywords:** hyperuricemic nephropathy, pectolinarigenin, renal fibrosis, inflammation, fatty acid-binding protein 4

## Abstract

Natural flavonoid pectolinarigenin (PEC) was reported to alleviate tubulointerstitial fibrosis of unilateral ureteral obstruction (UUO) mice in our previous study. To further investigate nephroprotective effects of PEC in hyperuricemic nephropathy (HN), adenine and potassium oxonate induced HN mice and uric acid-treated mouse kidney epithelial (TCMK-1) cells were employed in the study. As a result, PEC significantly lowered serum uric acid level and restored hyperuricemia-related kidney injury in HN mice. Meanwhile, PEC alleviated inflammation, fibrosis, and reduced adipokine FABP4 content in the kidneys of HN mice and uric acid-treated TCMK-1 cells. Mechanistically, PEC inhibited the TGF-β1 expression as well as the phosphorylation of transcription factor SMAD3 and STAT3 to regulate the corresponding inflammatory and fibrotic gene expression in kidney tissues. In conclusion, our results suggested that PEC could inhibit the activation of SMAD3 and STAT3 signaling to suppress inflammation and fibrosis, and thereby alleviate HN in mice.

## Introduction

Hyperuricemia (HUA) is a metabolic disease characterized by elevated uric acid (UA) in blood, the prevalence of which has increased worldwide substantially in recent years (Dehlin et al., 2020; Dalbeth et al., 2021). Studies showed that HUA was highly associated with diabetes, hypertension, cardiovascular diseases, and chronic kidney diseases (CKD) (Pascart and Lioté, 2019). As serum UA is mainly secreted by the renal proximal tubules, HUA is a frequent finding in person with CKD due to decreased UA clearance (Johnson et al., 2013). In return, recent evidence suggested that HUA independently predicted the development and progression of CKD (Landa, 2018; Balakumar et al., 2020).

HUA-induced kidney injury, known as hyperuricemic nephropathy (HN), is featured by urate deposition, arteriolosclerosis, glomerular hypertension, and tubulointerstitial fibrosis and would eventually progress into end-stage renal diseases (ESRD) (Liu et al., 2015). The mechanism of HN is complex with many factors such as crystalline effect, oxidative stress, rennin-angiotensin system activation, and tubular epithelial cell transition having been postulated. Though controversial, accumulating data suggested that the UA-lowering treatments could slower the progression of CKD (Liu et al., 2021; Yanai et al., 2021). Current first-line urate-lowering drugs are mainly xanthine oxidase (XO) inhibitors and uricosuric agents, both of which have limited application in clinics because of their low selectivity or toxic reaction (Balakumar et al., 2020). Hence, it is imperative to develop a new therapeutic agent for HN.

Flavonoid pectolinarigenin (PEC), a plant secondary metabolite that has various biological effects, is one of the major compounds in *Cirsium setidens* (Lee et al., 2017). Studies reported that pectolinarigenin conducted antimicrobial, antioxidant, anti-inflammatory, and antidiabetic activities (Cheriet et al., 2020). Meanwhile, PEC was found to suppress lipopolysaccharide-induced inflammation via NF-κB and MAPK pathways (Heimfarth et al., 2021). In addition, PEC derivatives exhibited selective activity against tumor cells, exhibiting anti-carcinogenic activity (Deng et al., 2020). In our previous study, PEC treatment exerted an anti-fibrotic effect in a mouse model of unilateral ureteral obstruction (UUO). However, the effect of PEC on HN remains unknown. The current study aimed to evaluate whether PEC could be a candidate for HN treatment and explore possible mechanisms.

## Materials and Methods

### Chemicals and Materials

Pectolinarigenin (PEC) was obtained from Chengdu Chroma-Biotechnology Co., Ltd. (purity ≥99.0%). Antibodies against GAPDH, α-tubulin, fatty acid-binding protein (FABP4), IL-6, alpha-smooth muscle actin (α-SMA), janus kinase 2 (JAK2), p-JAK2, Smad3 and p-Smad3, and cleaved caspases 3 (C casp 3) were purchased from Hangzhou HuaAn Biotechnology Co., Ltd. (Hangzhou, China). Antibodies against Collagen-1(Col I), Fibronectin (FN), signal transducer and activator of transcription 3 (STAT3), p-STAT3, BAX, and Bcl2 were bought from Abcam (Cambridge, MA, United States). Anti-TNF-α antibody was bought from Affinity Bioscience (Cincinnati, OH, United States).

### Animals

The HN model was established in male C57BL/6J mice (8–10 weeks old; 20–25 g) provided by the Animal Laboratory Center of Sichuan University (Chengdu, China). Forty mice were randomly assigned to five groups: Control (*n* = 8), HN (*n* = 8), Allopurinol (*n* = 8), PEC 25 mg/kg (*n* = 8), PEC 50 mg/kg (*n* = 8). The HN model was established by feeding mice with a mixture of adenine (0.16 g/kg) and potassium oxonate (2.4 g/kg) every other day for 4 weeks, as previously described (Ren et al., 2021). Allopurinol (10 mg/kg) and PEC (25 and 50 mg/kg) were orally given daily during the experiment along with HN establishment (for 4 weeks). The mice were sacrificed, and the kidneys were collected at the end of study. Ethical approval was granted by the Animal Ethics Committee of West China Hospital of Sichuan University (No. 2020061A).

### Histologic Examination

Tissue sections were fixed with 10% phosphate buffered formalin and embedded in paraffin after dehydrating. Kidney slides of 4-μm thickness were subject to PAS staining for morphologic analysis and Masson staining for fibrotic analysis (Ren et al., 2021). Six pictures (×400) per kidney were randomly captured by light microscopy for semiquantitative analysis. The tubular injury score was evaluated on the base of histopathology of injured/damaged renal tubules and was graded from 0 to 4 (0: 0%; 1: <25%; 2: 26–50%; 3: 51–75%; 4: ≥76% of injured/damaged renal tubules) (Liu et al., 2015). The collagen positive area was measured by the ImageJ software.

### Western Blotting Analysis

Total proteins were isolated from frozen kidney tissue or mouse kidney epithelial cells (TCMK-1, ATCC^®^ CCL-139™, Beijing bnbio Co., Ltd., Beijing, China) using radio immune precipitation (RIPA) lysis buffer (P0013B, Beyotime Biotechnology, China) and quantified using a Pierce™ BCA Protein Assay Kit (23225, Thermo Scientific, Billerica, MA, United States). Equal amounts of protein lysate were separated on 10–12% SDS-PAGE as previously described (Ren et al., 2021). Immunoblots were visualized by the Immobilon Western Chemiluminescent HRP Substrate (WBKLS0500, Millipore Corporation, Billerica, MA, United States) with Bio-Rad Chemi Doc MP and densitometered by ImageJ 6.0 software (National Institutes of Health, Bethesda, MD, United States).

### Immunohistochemistry Staining

Immunohistochemical staining was performed as previously described (Ren et al., 2021). The following primary antibodies were used: anti-α-SMA (1:100, Huabio), anti-STAT3 (1:200, Abcam), anti-p-STAT3 (1:100, Abcam), anti-FABP4 (1:100, Huabio). Images were examined and acquired with an AxioCamHRc digital camera (Carl Zeiss, Jena, Germany).

### Quantitative Real-Time PCR Analysis

Total RNA in kidney tissues of mice or TCMK-1 cells was isolated with a total RNA extraction Kit (TP-01121, Foregene, Chengdu, China) according to the manufacturer’s instructions. The concentration of mRNA was determined by a Scan Drop 100 (Analytik Jena, Thuringia, Germany) determiner. Quantitative real-time PCR assays were performed on a PCR system (CFX Connect; Bio-Rad, Hercules, CA, United States). 

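The 16 primers listed for the 8 genes in Supplementary Table S1 were matched, over their whole length, to the transcripts of GENCODE release 21 on GRCm38. Every primer matched a transcript of its own gene. The Fabp4 primers GGGGCCAGGCTTCTATTCC and GGAGCTGGGTTAGGTATGGG lie on chromosome 3 between 10205805 and 10205918. Neither is in the protein-coding Fabp4 transcript, which has 4 exons. Both lie in the intron after exon 2 of that transcript, from 10205343 to 10205949, and are part of an annotated Fabp4 transcript of 4231 bases that retains this intron. The other 14 primers match a protein-coding transcript of their gene. The Il6 primers both lie in exon 2, on chromosome 5 between 30013417 and 30013545. The Tnf primers each span an exon junction and bound a product of 71 bases on chromosome 17 between 35200554 and 35201096. The Ccl2 primers lie in exons 1 and 2, on chromosome 11 between 82035715 and 82036535. The Col1a1 primers lie in exons 48 and 50, and bound the longest product, 462 bases. Of the Fn1 primers, the forward one spans the junction of exons 4 and 5. Both Acta2 primers span exon junctions, and the one listed as forward is the antisense one. The Gapdh primers lie in exon 3 on chromosome 6 between 125163222 and 125163322. They are the only ones that also match transcripts of other genes, 15 for the forward and 70 for the reverse primer.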

The sequences of primers are shown in Supplementary Table S1. Statistical analysis was conducted using the comparative 2^−ΔΔCT^ method with GAPDH or *β-actin* as the internal standard.

### RNA-Seq Transcriptomic Assay

Total RNA was extracted from kidney tissues with Trizol reagent (Invitrogen, Carlsbad, CA, United States). Total RNA quality was assessed using the RNA 6000 Nano LabChip Kit (Agilent, CA, United States) of the Agilent Bioanalyzer 2100 system. The RNA-seq were performed by LC-BIO Bio-tech Ltd. (Hangzhou, China). Differentially expressed genes were defined as those with fold changes ≥1.5 and *p* ≤ 0.05. Gene Ontology (GO) functions and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed using the OmicStudio tools at https://www.omicstudio.cn/tool.

### Cell Culture and Treatment

TCMK-1 cells were cultured in DMEM (Sigma-Aldrich) supplemented with 5% FBS (SH30084.03, Hyclone, Australia) in a humidified atmosphere (5% CO_2_, 37°C). After incubating with DMEM containing 0.5% FBS for 24 h, cells were exposed to UA (800 μM) and treated with PEC of various concentrations (25, 50, 100, 150, and 300 μM) for 24 h.

### Cell Viability Assay

A Cell Counting Kit-8 assay (CCK-8, Meilunbio, Dalian, China) was employed to assess cytotoxicity. Briefly, TCMK-1 cells were seeded into a 96-well plate at a density of 5,000–10,000 cells/well and incubated with various concentrations of PEC (25, 50, 100, 150, and 300 μM) with or without UA. Cells cultured in DMEM containing the same amount of DMSO were used as control. Twenty-four hours after incubation, the cells were incubated with 10% CCK-8 reagent for 1 hour (37°C, dark). Finally, the absorbance was detected by a microplate reader (Synergy Mx, Biotek, Winooski, VT, United States) at a wavelength of 450 nm.

### Statistical Analysis

Results are presented as the mean ± SD. Differences among multiple groups were compared using one-way analysis of variance (ANOVA) and a Tukey-Kramer *post hoc* test. Comparisons between two groups were performed using the two-tailed *t* test. All statistics were performed using Prism software (ver. 6.01; GraphPad, San Diego, CA, United States) and *p* < 0.05 was considered statistically significant.

## Results

### Pectolinarigenin Lowered Serum Uric Acid Level, Improved Kidney Function, and Attenuated Renal Morphology in Hyperuricemic Nephropathy Mice

Administration of adenine and potassium oxonate successfully induced HN experimental mice as evidenced by increased serum UA level and aggravated kidney function. According to Figure 1A, the serum levels of UA (253.4 ± 14.49 μM vs. 131.0 ± 5.631 μM, *p* < 0.05), blood urea nitrogen (BUN) (13.00 ± 0.7513 mM vs. 5.939 ± 0.2137 mM, *p* < 0.05), and creatinine (63.86 ± 2.183 μM vs. 20.33 ± 0.7468 μM, *p* < 0.05) were significantly higher than those of control mice. After allopurinol and PEC treatment, the serum levels of UA, urea nitrogen, and creatinine were significantly decreased, and PEC at a dose of 25 mg/kg seems more superior in reducing above indexes than PEC with a higher dose (50 mg/kg). Observation of kidney changes in mice by PAS staining also showed that pathological changes in HN mice were alleviated by allopurinol and PEC treatment (Figure 1B). However, tubular injury scores of mice in the PEC 25 mg/kg group were similar to those of the PEC 50 mg/kg group, indicating no superiority of low dose PEC in attenuating renal histopathology (Figure 1C).

**FIGURE 1:**
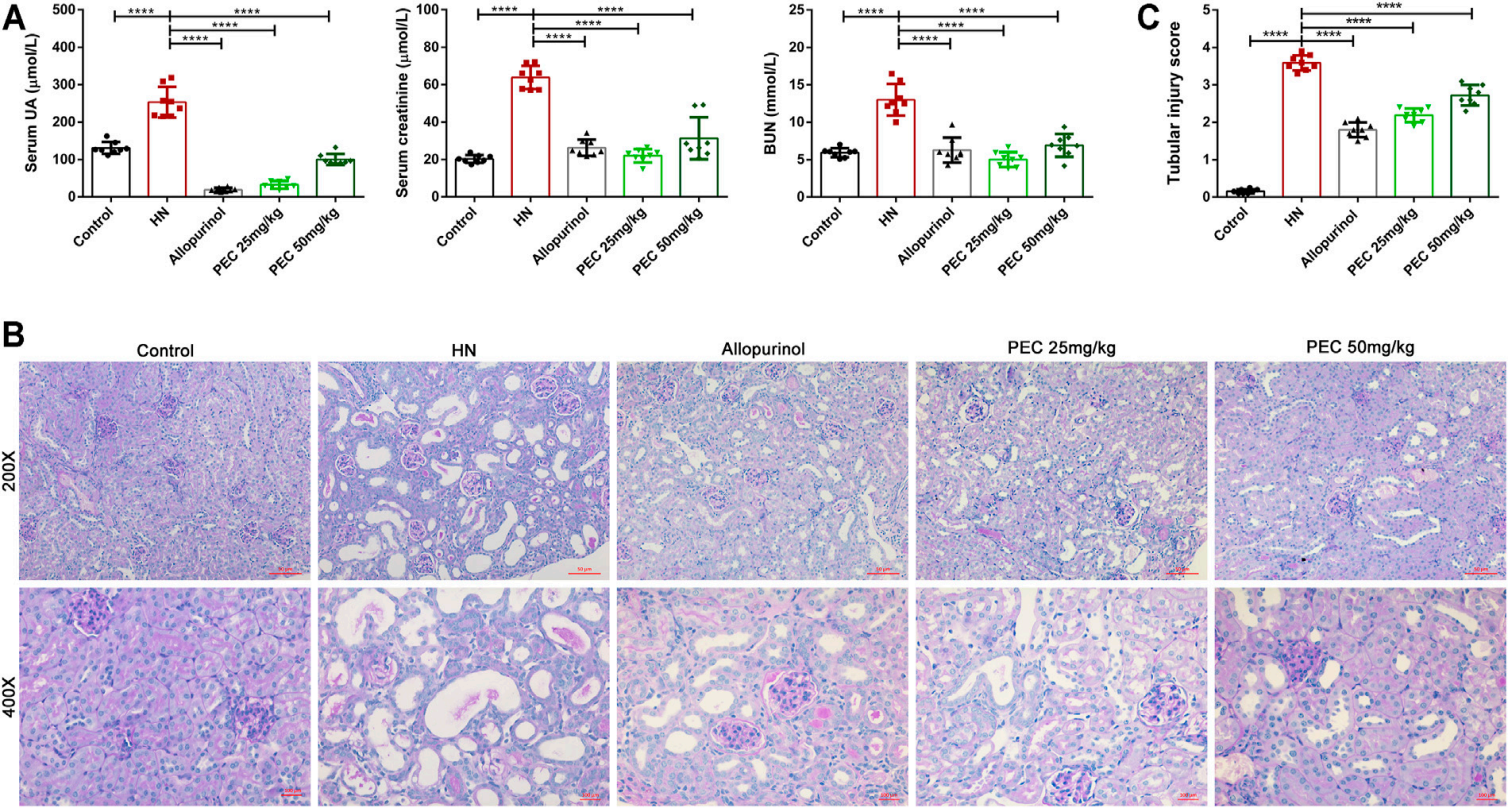
Effects of PEC on serum UA and kidney function in HN mice. **(A)** Biochemical parameters (Serum UA, Serum creatinine, BUN) in mice. **(B)** PAS staining in the kidney. **(C)** Kidney injury score (*n* = 8). All data are represented as the mean ± SD. **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Analysis of Renal Transcriptome in Hyperuricemic Nephropathy Mice

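RNA-seq covered the kidneys of 3 Control mice, 3 HN mice and 3 HN mice given PEC 25 mg/kg, with one library per mouse. HN had been induced with adenine (0.16 g/kg) and potassium oxonate (2.4 g/kg) over 4 weeks in groups of 8 mice. The sample labels give no PEC dose, which is taken here from the legend of Figure 2. The titles of the Control samples carry the words HN mice, whereas their disease state is control, and they were used as Control. The authors deposited a count and an FPKM value (fragments per kilobase of gene, scaled by the total of the library) for each of 55385 mouse genes in each library. Between 57714111 and 81069646 reads per mouse were counted on genes, with a median of 75320528 in Control, 74315544 in HN and 65583215 in PEC mice. The FPKM had been scaled by these totals, since the scaling recovered from the table was 0.979 to 1.023 times them. Replicates of one group differed by more than counting error, with a chi-square per degree of freedom between 70.6 and 239 over the 9 pairs of replicates. Differential expression was tested with limma on log2(FPKM + 1), in one fit over the 9 libraries, for the 15508 genes with a mean FPKM of at least 0.5. A gene was called where its fold change was at least 1.5 and its unadjusted p at most 0.05, which is the paper's definition of a differentially expressed gene. Fold changes on this scale understate the change of genes with low FPKM.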

To reveal the mechanism by which PEC improved kidney injury in HN mice, the RNA-seq analysis was applied. 

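The first principal component of the tested genes held 50.8% of the variance, with the Control libraries at one end and the HN libraries at the other. For 11009 genes (71.0% of those tested), all values of one group lay above all values of the other, where chance gives 10%. An adjusted p of at most 0.05 in limma with Benjamini-Hochberg adjustment was reached by 9796 genes. The median log2 difference of all tested genes between HN and Control mice was 0.35, and single changes are to be read against this shift. The largest rise was that of Havcr1 (ENSMUSG00000040405), on chromosome 11 of GRCm38 from 46735080 to 46779578. Its FPKM was 1.12 ± 0.372 (SD, n = 3) in Control and 311 ± 31.4 (SD, n = 3) in HN mice. The log2 fold change was 7.21 (standard error 0.22, adjusted p = 2.07e-07 from limma), and it stayed between 7.12 and 7.35 with each mouse left out in turn. C3, Lcn2, Timp1 and Lyz2 followed, with log2 fold changes of 6.24, 6.05, 5.33 and 5.17. Lyz2 had the smallest adjusted p of all tested genes (6.42e-08, limma). The largest fall was that of Gm6300 (ENSMUSG00000104375), on chromosome 3 from 14363117 to 14377587, with 39.6 ± 15.6 FPKM (SD, n = 3) in Control and 0.0933 ± 0.0862 (SD, n = 3) in HN mice. Its log2 fold change was -5.15 (standard error 0.32, adjusted p = 4.30e-06 from limma). Slco1a1, Dnase1 and Slc22a7 fell by 4.44, 3.96 and 3.88 on the log2 scale.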

The results of volcano plot showed significantly different gene expression profile between control and HN mice (Figure 2A). 

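Of the tested genes, 4699 were called higher and 1043 lower in HN than in Control mice, so that 81.8% of the calls were higher. Of these 5742 genes, 5673 also had an adjusted p of at most 0.05 in limma. The calls had a median absolute log2 change of 0.96. The share of higher genes followed the scaling of the libraries. edgeR's quasi-likelihood test on the counts, with TMM normalization, called 3028 genes higher and 2832 lower, and 51.7% of its calls were higher. It shared 3933 genes with the calls made on FPKM. With the FPKM of each library rescaled to a common sum, 9348 genes were higher and 647 lower. Mitochondrial genes took 14.2% ± 1.82 (SD, n = 3) of the counts in Control and 6.19% ± 0.164 (SD, n = 3) in HN mice. The 10 most counted genes of each library took 17.2% ± 1.46 (SD, n = 3) and 9.12% ± 0.512 (SD, n = 3) of the counts. With each mouse left out in turn, 4409 to 4834 genes were called higher and 1012 to 1062 lower.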

Among these differentially expressed genes, 796 genes were up-regulated and 1,998 genes were down-regulated in kidneys of HN mice in comparison with control mice (*p* < 0.05). 

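Between PEC 25 mg/kg and HN mice, 1389 genes were called higher and 3472 lower, and 4746 of these 4861 genes had an adjusted p of at most 0.05 in limma. Called in both comparisons with opposite sign were 1931 genes that were higher in HN mice and lower with PEC, and 412 that were lower in HN mice and higher with PEC. Both counts use the same HN mice in the 2 comparisons, so that an error in the HN mean enters both. With different HN mice in each comparison, the 6 possible fits gave 1702 to 1891 and 358 to 403 genes. On the counts, edgeR called 2748 genes higher and 2945 lower with PEC than in HN mice, and 1253 and 1243 genes with opposite sign in both comparisons. Of the genes with opposite sign, 1535 were shared between edgeR and limma. With FPKM rescaled to a common sum, 5564 genes were higher in HN mice and lower with PEC, and 243 showed the opposite. The largest rise with PEC was that of AY036118 (ENSMUSG00000105361), on chromosome 17 of GRCm38 from 39847113 to 39848035, where the overlapping CT010467 was also among the 5 largest. Both were counted here as ribosomal RNA loci. Such loci took 0.305% to 1.73% of the counts in single PEC libraries and at most 0.0125% in the others. These rises are therefore not to be read as genes induced by PEC. AY036118 had 4.30 ± 1.89 FPKM (SD, n = 3) in HN mice and 1704, 10156 and 1746 FPKM in the PEC mice. The largest fall was that of Gm47308 (ENSMUSG00000104953), on chromosome 9 from 64726624 to 64726730, with a log2 fold change of -5.69 (standard error 1.14, adjusted p = 0.00298 from limma). Its FPKM was 55.9 ± 0.767 (SD, n = 3) in HN mice and at most 0.16 in PEC mice, but 34.4 in Control replicate 5. The PEC libraries also stood apart from both other groups, on a second principal component with 30.7% of the variance.

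**Figure D1:**
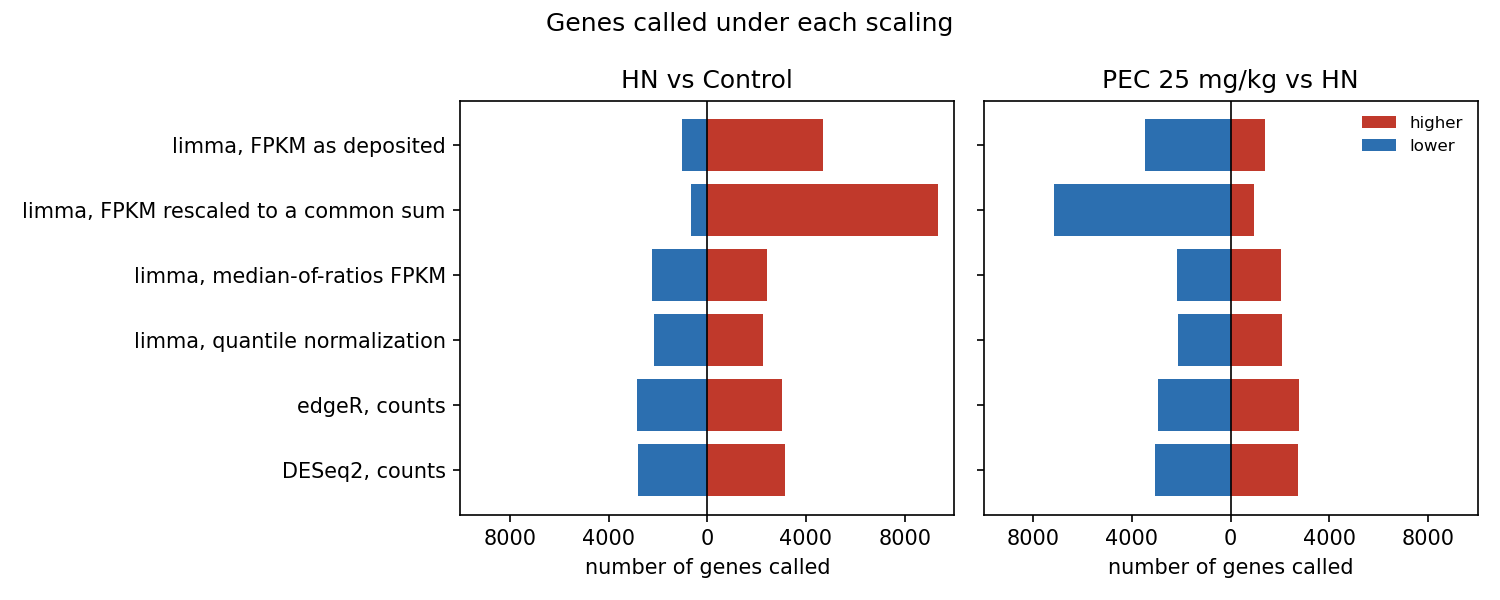
Number of genes called higher (red, to the right) and lower (blue, to the left) in HN than in Control mice and in PEC 25 mg/kg than in HN mice, with 3 mice per group, for 6 ways of scaling or testing. On FPKM as deposited 4699 genes were higher and 1043 lower in HN mice, against 3028 and 2832 with edgeR.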

Remarkably, PEC 25 mg/kg significantly reversed the change of 1,421 down-regulated and 293 up-regulated genes (*p* < 0.05) (Figure 2B). 

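All 30 genes shown in Figure 2C were among the tested genes. In HN mice, all of them were higher than in Control mice on FPKM, and 28 were called. With PEC, all 30 were lower than in HN mice, 23 were called, and 22 were called in both comparisons. The paper shows these genes as significantly modulated by PEC in the same RNA-seq. Their shared direction here is therefore no independent support. With Benjamini-Hochberg adjustment of limma's p over all tested genes, 28 of the falls with PEC had an adjusted p of at most 0.05, against 29 with adjustment over this list alone. Adjustment over the list alone does not allow for how its genes were chosen. Bax (ENSMUSG00000003873), on chromosome 7 of GRCm38 from 45461697 to 45466898, had 15.01 ± 0.362 FPKM in Control, 29.8 ± 1.18 in HN and 23.2 ± 3.20 in PEC mice (SD, n = 3 each). Its log2 fold change was 0.94 in HN mice and -0.36 with PEC (standard error 0.10, adjusted p = 0.0147 from limma), which is short of the fold change needed for a call. edgeR gave Bax a log2 fold change of -0.13 with PEC (adjusted p = 0.357). Il1b (ENSMUSG00000027398, chromosome 2) had 0.927 ± 0.186, 7.55 ± 1.49 and 3.60 ± 1.62 FPKM (SD, n = 3 each). It rose by a log2 fold change of 2.14 in HN mice and changed by -0.93 with PEC (adjusted p = 0.00858 from limma and 0.0536 from edgeR). Tnf (ENSMUSG00000024401, chromosome 17) had 0.110 ± 0.0693, 1.77 ± 0.381 and 1.21 ± 0.197 FPKM (SD, n = 3 each). Its log2 fold change with PEC was -0.32 (adjusted p = 0.0487 from limma and 0.589 from edgeR), and it was not called. Col1a1 (ENSMUSG00000001506), on chromosome 11 from 94936224 to 94953042, had 2.84 ± 0.168 FPKM in Control, 78.8 ± 4.65 in HN and 35.9 ± 4.82 in PEC mice (SD, n = 3 each). Fn1 (ENSMUSG00000026193), on chromosome 1 from 71585520 to 71653175, had 1.70 ± 0.279, 41.1 ± 1.30 and 12.1 ± 2.13 FPKM (SD, n = 3 each). With PEC the log2 fold changes were -1.12 for Col1a1 (adjusted p = 5.84e-05, limma) and -1.69 for Fn1 (adjusted p = 2.07e-05, limma). Smad3, Smad5, Tnfrsf1a, Src and Mcph1 were likewise lower with PEC without being called. Smad6 and Mcph1 were the 2 genes not called in HN mice, and the rise of Smad6 (log2 fold change 0.36) turned into -0.06 with edgeR.

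**Figure D2:**
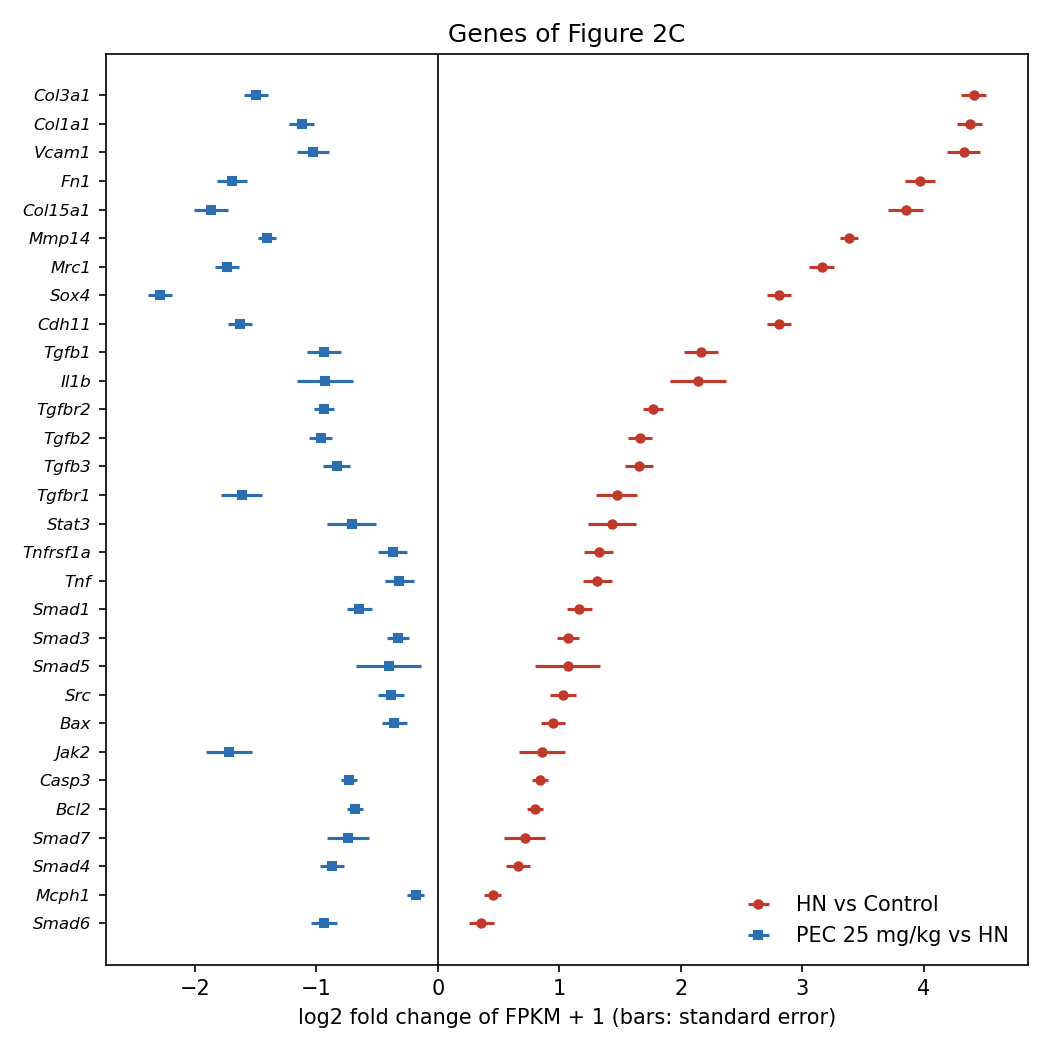
Log2 fold change of FPKM + 1 for the 30 genes of Figure 2C in HN against Control mice (red circles) and in PEC 25 mg/kg against HN mice (blue squares), with standard errors from limma (n = 3 mice per group). On FPKM as deposited all 30 lie above 0 in HN mice, where Smad6 changes sign with edgeR, and below 0 with PEC, from -2.29 for Sox4 to -0.18 for Mcph1.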

The significant PEC-modulated genes were illustrated by heatmap in Figure 2C, and genes related to apoptosis (Bax), inflammation (il1b, Tnf), and fibrosis (Col-1a1, Fn1) were seen. 

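The deposited table pairs genes with GO and KEGG terms, and the 50 GO and 20 KEGG terms shown in Figure 2D,E were tested with a one-sided Fisher's exact test. The background was the tested genes with a term, which were 13055 for GO and 5014 for KEGG. Of the background genes, 39.7% (GO) and 45.4% (KEGG) were called between HN and Control mice. Enriched at a Benjamini-Hochberg adjusted p of at most 0.05 were 30 of the GO and 15 of the KEGG terms. The paper shows these terms for its differentially expressed genes of the same RNA-seq. The tests are therefore no independent support, and adjustment over these terms alone does not allow for their choice. Of the 406 genes of lipid metabolic process, 191 were called, an enrichment of 1.19 (Fisher's exact test, adjusted p = 0.00279). Of these, 96 were lower and 95 higher in HN mice, so that the term was enriched 3.64-fold among the lower genes and 0.706-fold among the higher ones. Apoptotic process had 216 of 483 genes called (enrichment 1.13, Fisher's exact test, adjusted p = 0.0214), and the KEGG term Apoptosis 78 of 114 (1.51). Inflammatory response had 169 of 225 genes called (enrichment 1.89, adjusted p = 1.30e-26, Fisher's exact test). ECM-receptor interaction, a KEGG term on the extracellular matrix, had 45 of 57 genes called (1.74). Among the genes called with opposite sign in both comparisons, 22 GO and 12 KEGG terms were enriched. There, inflammatory response had an enrichment of 2.20 and ECM-receptor interaction one of 2.55. With both directions taken together, lipid metabolic process (0.978, adjusted p = 0.833) and apoptotic process (1.08, adjusted p = 0.455) were not enriched among them by Fisher's exact test, while Apoptosis was at 1.42 (adjusted p = 0.0450). Taken by direction, lipid metabolic process was enriched 3.14-fold among the genes lower in HN mice and higher with PEC (31 genes, Fisher's exact test, adjusted p = 2.67e-07) and 0.601-fold among those with the opposite change (34 genes). With the calls of edgeR, which were tried after the data had been seen, and both directions together, lipid metabolic process had an enrichment of 1.44, apoptotic process one of 0.851 and Apoptosis one of 0.870. Genes of one term are not independent of each other, so that these tests describe the lists and are not a count of independent events.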

Further GO and KEGG analysis also suggested that these differentially expressed genes were involved in processes of lipid metabolism, apoptosis, inflammatory response, and fibrogenesis (Figures 2D,E).

**FIGURE 2:**
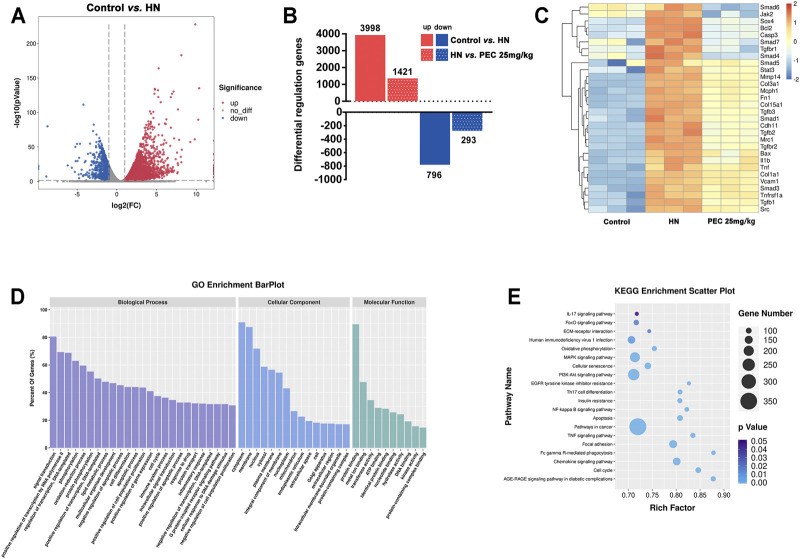
Effects of PEC on gene expression in kidneys of HN mice. **(A)** Volcano plot of gene expression difference between Control and HN groups. **(B)** Differentially regulated genes difference between Control, HN, and PEC 25 mg/kg. **(C)** Heatmap of gene expression difference among Control, HN, and PEC 25 mg/kg. **(D)** GO analysis of differentially expressed genes. **(E)** KEGG analysis of differentially expressed genes.

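Of the genes called higher in HN than in Control mice, 41.1% were called lower with PEC 25 mg/kg, 92 genes were called still higher, and 2676 were not called between PEC and HN mice. Of the genes called lower in HN mice, 39.5% were called higher with PEC, 52 were called still lower, and 579 were not called. The median share of the log2 change undone with PEC was 44.5% for the higher and 43.2% for the lower genes. Both shares use the same HN mice in the 2 comparisons, and no value without an effect of PEC was computed. The median of all tested genes itself moved by 0.346 in HN mice and by -0.19 with PEC. The shares alone therefore do not measure reversal. Between PEC and Control mice, 5168 genes were called, of which 3641 were higher and 1527 lower with PEC (70.5% higher, against 52% of the 6724 genes called by edgeR). These included 47.2% of the genes higher in HN mice and 50.3% of those lower in HN mice, with the same direction against Control. Of the genes called between PEC and HN mice, 48.8% were not called between HN and Control mice, and 1407 of those also differed between PEC and Control mice in the same direction. From the differentially expressed genes and their GO and KEGG terms, the paper proposes an involvement in lipid metabolism, apoptosis, inflammatory response and fibrogenesis.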

### Pectolinarigenin Ameliorated Apoptosis, Reduced Expression of Proinflammatory Genes, and Improved Fibrosis in Kidneys of Hyperuricemic Nephropathy Mice

Consist with what transcriptome analysis found, the results from our western blot analysis showed that HN-induced kidney expression of apoptotic indicators was alleviated by PEC treatment (Figures 3A,B) (*p* < 0.05). In addition, the expression of proinflammatory cytokines (IL-6, TNF-α, MCP-1) was significantly increased in kidneys of HN mice and further decreased by PEC treatment (Figure 3C) (*p* < 0.05). Moreover, Masson’s staining (blue) revealed a remarkable increase of renal interstitial fibrosis in HN mice, which was ameliorated by PEC (Figure 4) (*p* < 0.05). Accordingly, the elevated accumulation of fibrotic markers of α-SMA, Col I, and FN was observed in kidneys of HN mice, and PEC significantly reduced the accumulation of these corresponding genes (Figure 5) (*p* < 0.05). The above results illustrated that PEC alleviated renal apoptosis, inflammation, and fibrosis in HN mice.

**FIGURE 3:**
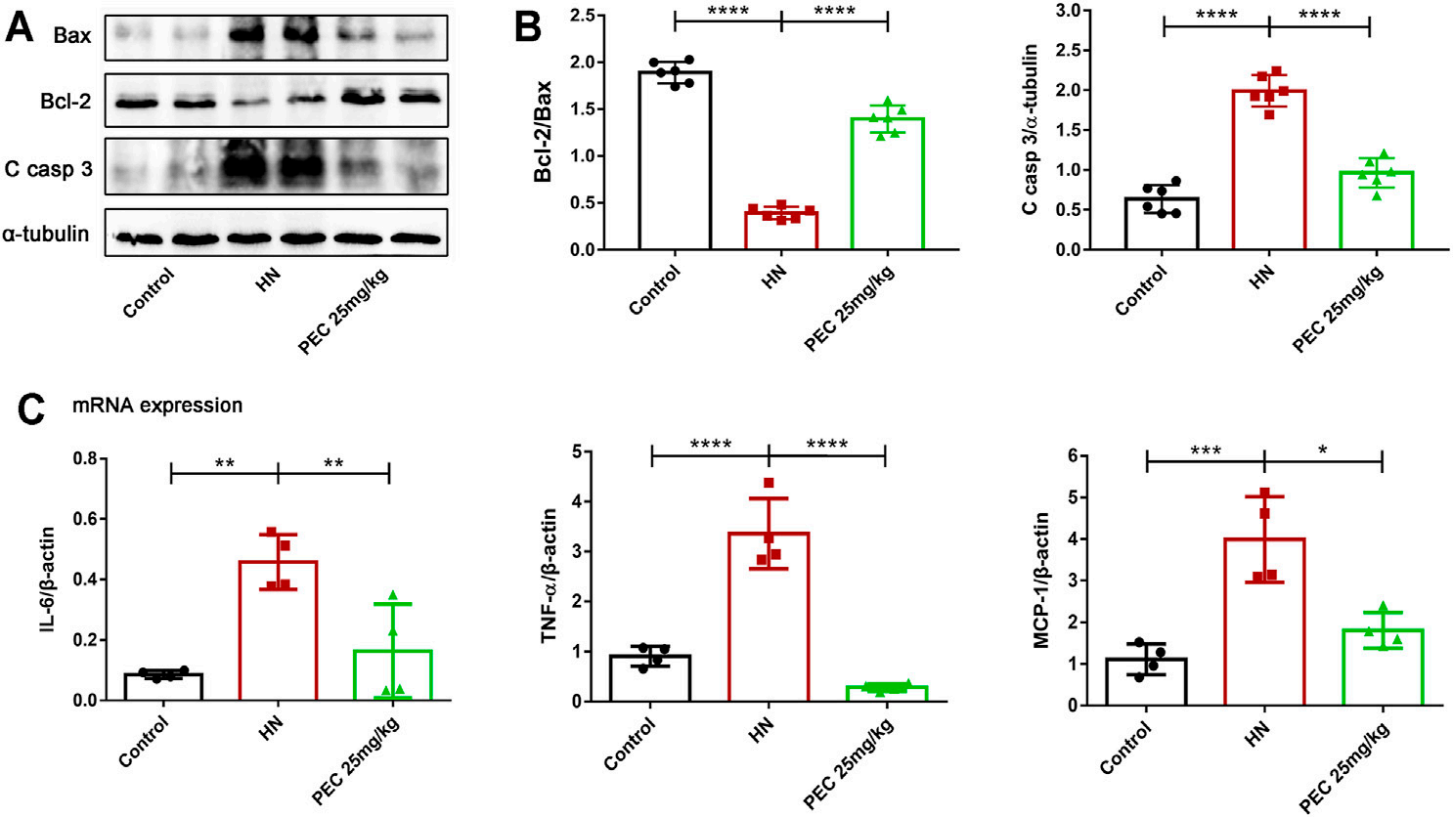
Effects of PEC on kidney apoptosis and inflammation in HN mice. **(A,B)** The Bcl2/Bax, Cleaved caspase 3 (C casp 3) protein levels normalized by β-actin. **(C)** The mRNA expressions of IL-6, TNFα, and MCP-1 measured by real-time PCR analysis. All data are represented as the mean ± SD. *p < 0.05, **p < 0.01, ****p < 0.0001.

**FIGURE 4:**
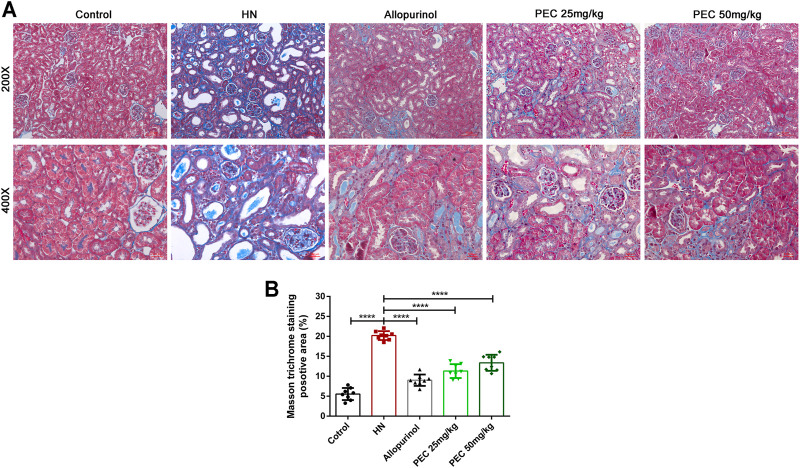
Effects of PEC on kidney fibrosis in HN mice. **(A)** Masson’s trichrome staining of mouse kidneys (×200 and ×400). **(B)** Quantitation of positive area in Masson’s trichrome staining (*n* = 8). All data are represented as the mean ± SD. ****p < 0.0001.

**FIGURE 5:**
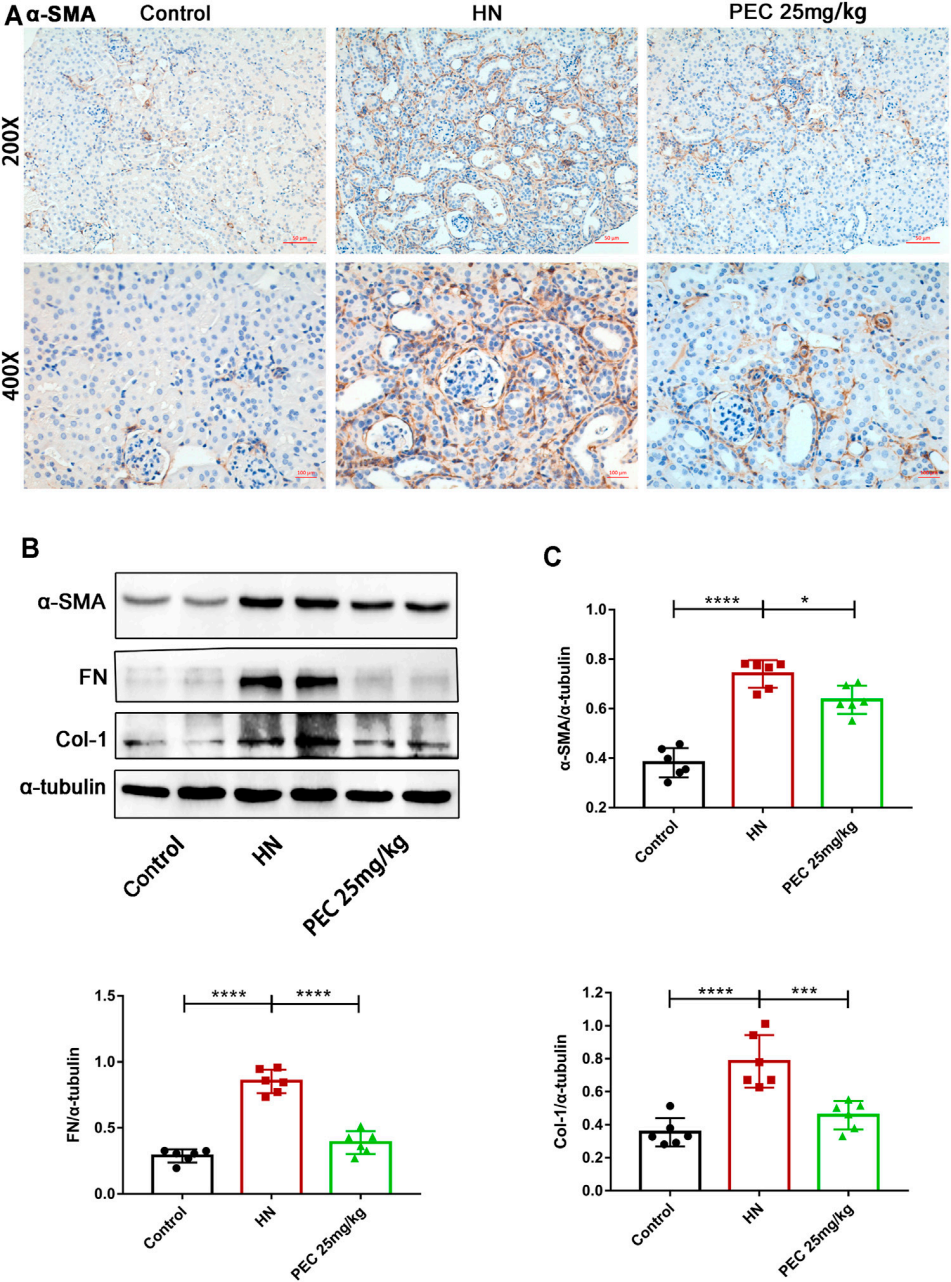
Effects of PEC on kidney fibrotic expression in HN mice. **(A)** Photomicrographs of α-SMA immunostaining in kidneys of mice (×200 and ×400). **(B,C)** The α-SMA, FN, and Col I protein levels normalized by α-tubulin. All data are represented as the mean ± SD. *p < 0.05, ***p < 0.001, ****p < 0.0001.

### Pectolinarigenin Downregulated the Expression of FABP4 in the Kidneys of Hyperuricemic Nephropathy Mice

Our early study indicated that the lipid-binding chaperone FABP4 was increased in kidneys of HN mice and played crucial role in HUA-induced renal inflammation and fibrosis (Shi et al., 2020a). In line with our previous findings, the expression of FABP4 in kidneys of HN mice was significantly increased (*p* < 0.05). PEC treatment largely inhibited the expression of FABP4 both in the mRNA and protein level, further demonstrating the role of PEC in HUA-induced inflammation and fibrosis (Figure 6) (*p* < 0.05).

**FIGURE 6:**
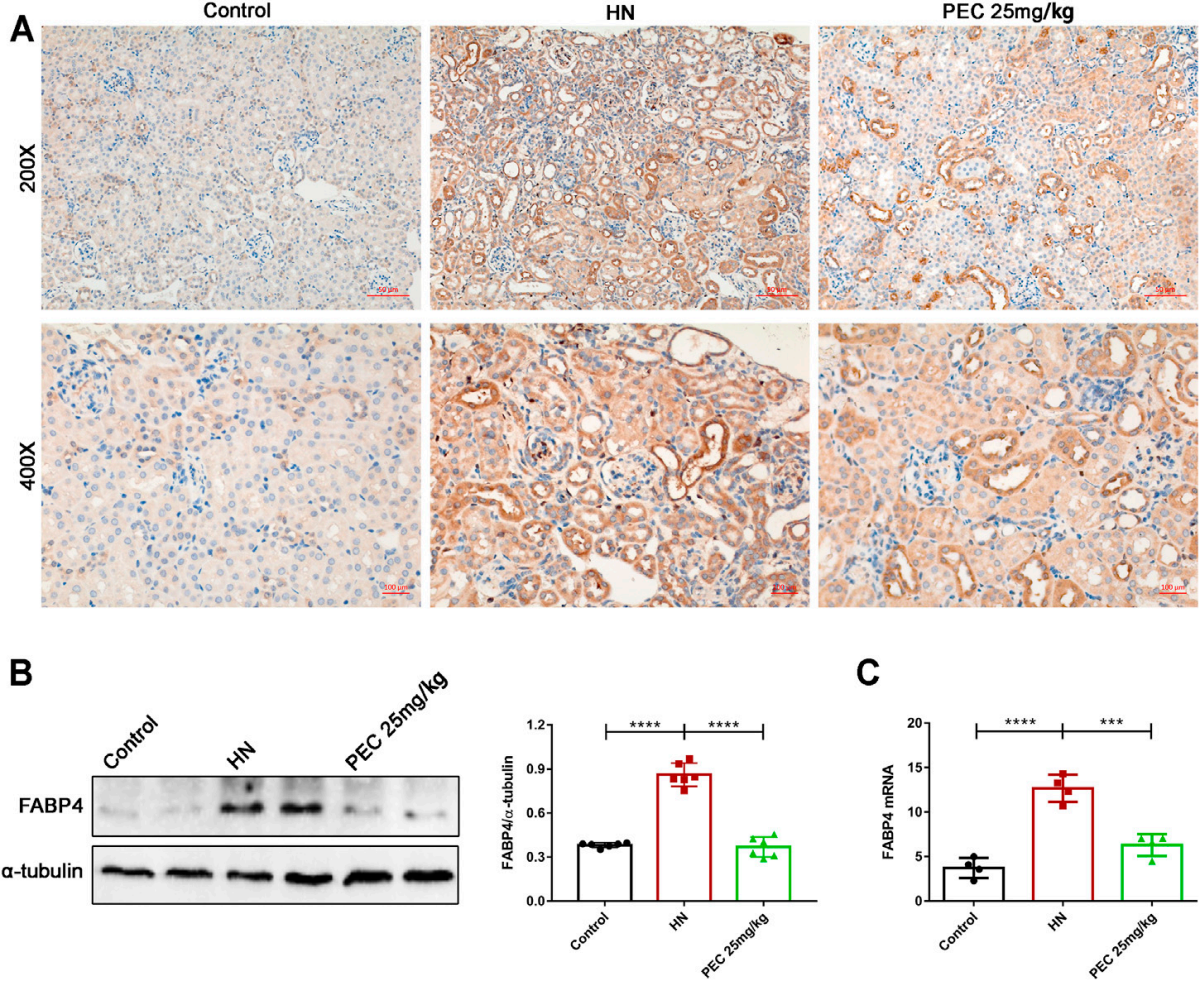
Effects of PEC on FABP4 expression in kidneys of HN mice. **(A)** Photomicrographs of α-SMA immunostaining in kidneys of mice (×200 and ×400). **(B)** The FABP4 protein level normalized by α-tubulin. **(C)** The mRNA expressions of FABP4 measured by real-time PCR analysis. All data are represented as the mean ± SD (*n* = 3). ***p < 0.001, ****p < 0.0001.

### Pectolinarigenin Suppressed the TGF-β/SMAD3 and JAK2/STAT3 Signaling Pathway in the Kidneys of Hyperuricemic Nephropathy Mice

As the most potent fibrogenic factor, TGF-β was considered to contribute to HUA-mediated renal fibrosis via the activation of Smad3 (Liu et al., 2015). To investigate the effect of PEC on the activation of TGF-β/Smad3 signaling in mice of HN, we measured the expression of TGF-β by western blot analysis. It was shown that TGF-β expression was significantly increased in kidneys of HN mice and decreased by PEC treatment (Figure 7) (*p* < 0.05). Meanwhile, kidney injury resulted in the phosphorylation of Smad3, which was remarkedly suppressed by PEC (Figure 7) (*p* < 0.05). Altogether, these results suggested that PEC could inhibit activation of TGF-β/Smad3 signaling pathway in the kidneys of HN mice.

**FIGURE 7:**
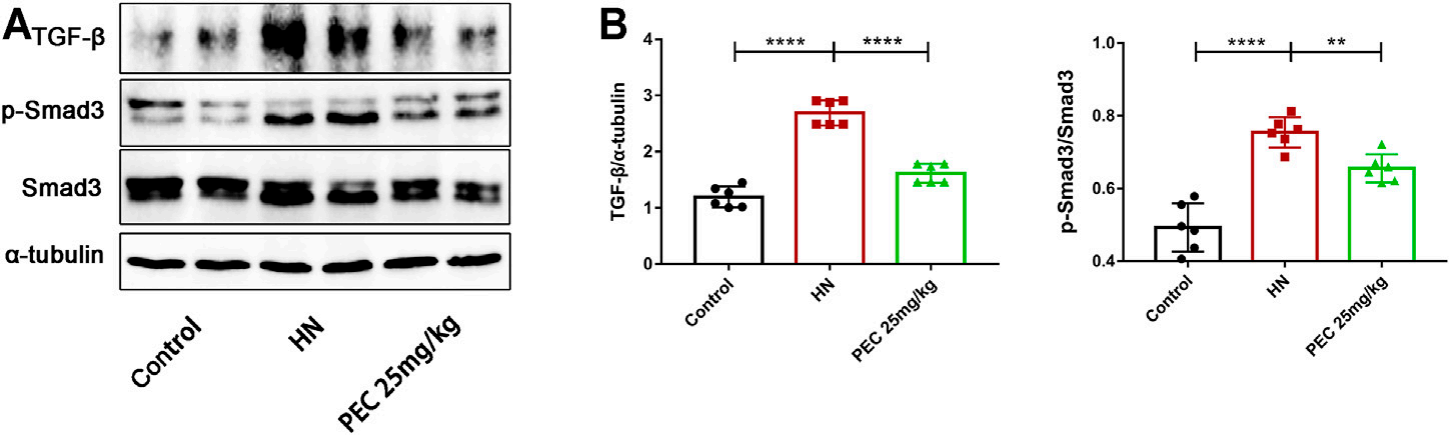
Effects of PEC on the activation of TGF-β/SMAD3 signaling in kidneys of HN mice. **(A,B)** The TGF-β and p-Smad3/Smad3 protein levels normalized by α-tubulin. All data are represented as the mean ± SD (*n* = 3). **p < 0.01, ****p < 0.0001.

STAT3 is a cytoplasmic transcription factor that could elicit diverse biological outcomes. Considerable studies have elucidated the role of STAT3 in mediating HUA-induced renal inflammation, apoptosis, and fibrosis (Shi et al., 2020b; Pan et al., 2021). To examine whether PEC could abrogate the activation of STAT3 in HN, the immunochemical staining and western blot analysis was employed to measure the expression of phosphorylated STAT3 (p-STAT3). As shown by Figure 8, the phosphorylation level of STAT3 was significantly increased in kidneys of HN mice, which was restored by PEC (Figure 8) (*p* < 0.05). Additionally, immunochemical staining showed that HN-induced p-STAT3 was mainly located in renal tubules (Figures 8A,B).

**FIGURE 8:**
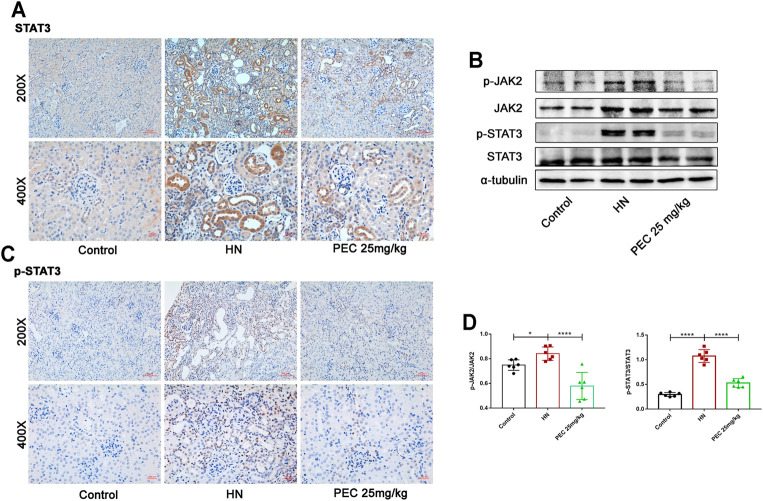
Effects of PEC on the activation of JAK2/STAT3 signaling in kidneys of HN mice. **(A,B)** Photomicrographs of STAT3 and p-STAT3 immunostaining in kidneys of mice (×200 and ×400). **(C,D)** The p-JAK2/JAK2 and p-STAT3/STAT3 protein levels normalized by α-tubulin. All data are represented as the mean ± SD (*n* = 3). *p < 0.05, * ****p < 0.0001.

### Pectolinarigenin Inhibited Proinflammatory and Fibrotic Expression in Uric Acid-Stimulated TCMK-1 Cells

To further investigate the role of PEC in HN, TCMK-1 cells were treated with soluble UA (800 μM) for 24 h. As shown in Figure 9A, PEC under 150 μM showed no cytotoxic effect for TCMK-cells and cells treated with PEC at 100 μM showed the highest cell viability. UA stimulation led to increased expression of IL-6, TNF-α, and FABP4 in TCMK-1 cells, and PEC (100 μM) significantly suppressed such expression (Figures 9B–D) (*p* < 0.05). Meanwhile, the fibrotic expression of α-SMA, FN, and Col I in UA-treated TCMK-1 cells was reduced by PEC (100 μM) (Figures 9B–D) (*p* < 0.05), thus confirming the anti-inflammatory and anti-fibrotic effects of PEC *in vitro*.

**FIGURE 9:**
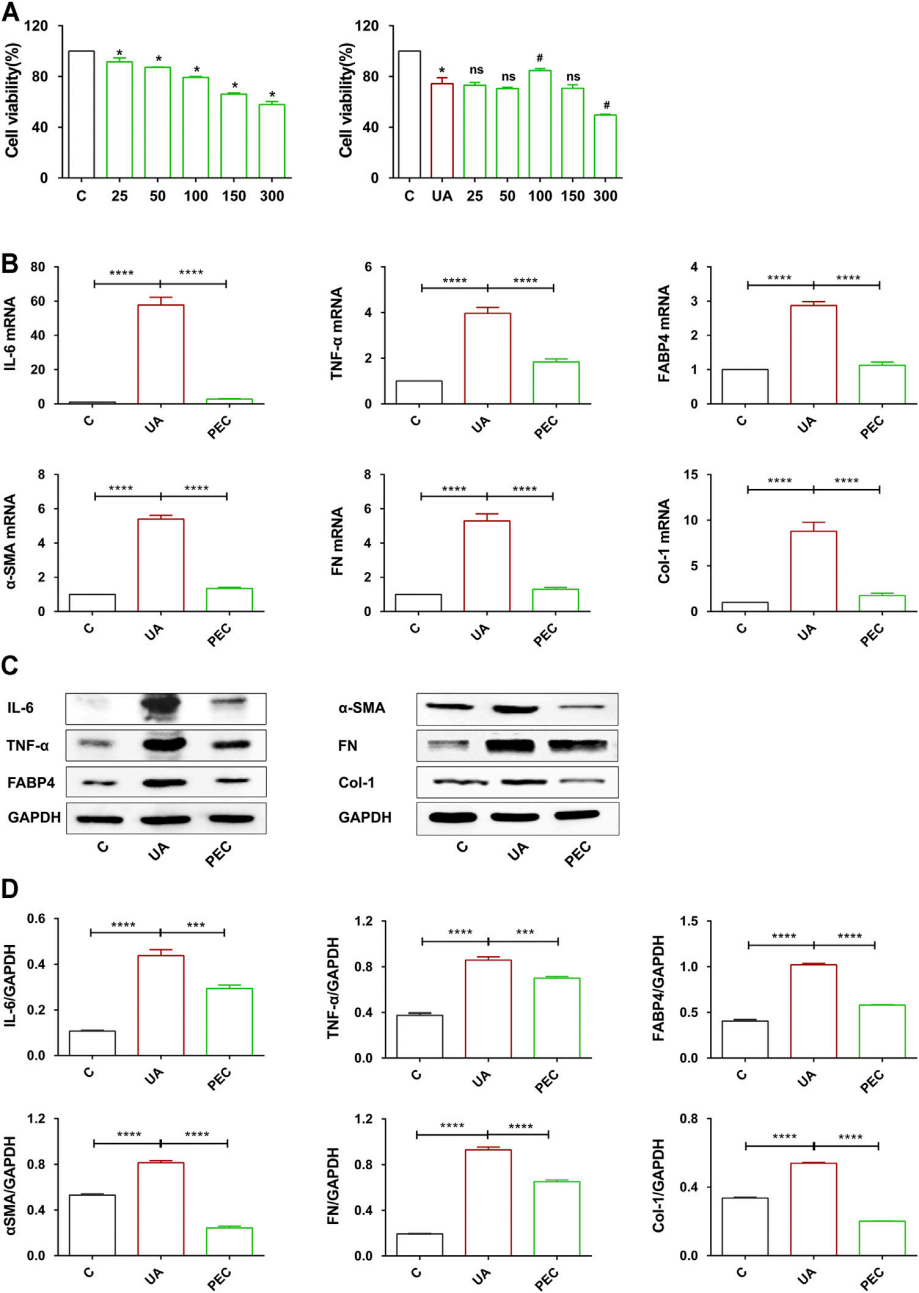
Effects of PEC on the proinflammatory and fibrotic expression in UA-treated TCMK-1 cells. **(A)** Cytotoxicity of PEC-treated TCMK-1cells with or without UA. **(B)** The mRNA expressions of IL-6, TNFα, FABP4, α-SMA, FN, and Col I measured by real-time PCR analysis. **(C,D)** The IL-6, TNFα, FABP4, α-SMA, FN, and Col I protein levels normalized by GAPDH. All data are represented as the mean ± SD (*n* = 3). *p < 0.05, ***p < 0.001, ****p < 0.0001, #*p* < 0.05 compared with UA-treated cells, ns means no significance.

### Pectolinarigenin Hindered TGF-β/SMAD3 and JAK2/STAT3 Activation in Uric Acid-Induced TCMK-1 Cells

After UA treatment, the expression of TGF-β and phosphorylated Smad3 were significantly increased in TCMK-1 cells, indicating that HUA could directly activate the TGF-β/Smad3 signaling pathway (Figures 10A,B) (*p* < 0.05). PEC (100 μM) successfully suppressed the expression of TGF-β and the phosphorylation of Smad3 indued by UA (Figures 10A,B) (*p* < 0.05). Similarly, UA stimulation resulted in the phosphorylation of JAK2 and STAT3, which was abrogated by PEC treatment (100 μM) (Figures 10C,D) (*p* < 0.05). Hence, consistent with our *in vivo* findings, PEC (100 μM) could inhibit the TGF-β/Smad3 and JAK2/STAT3 activation in UA-treated TCMK-1 cells.

**FIGURE 10:**
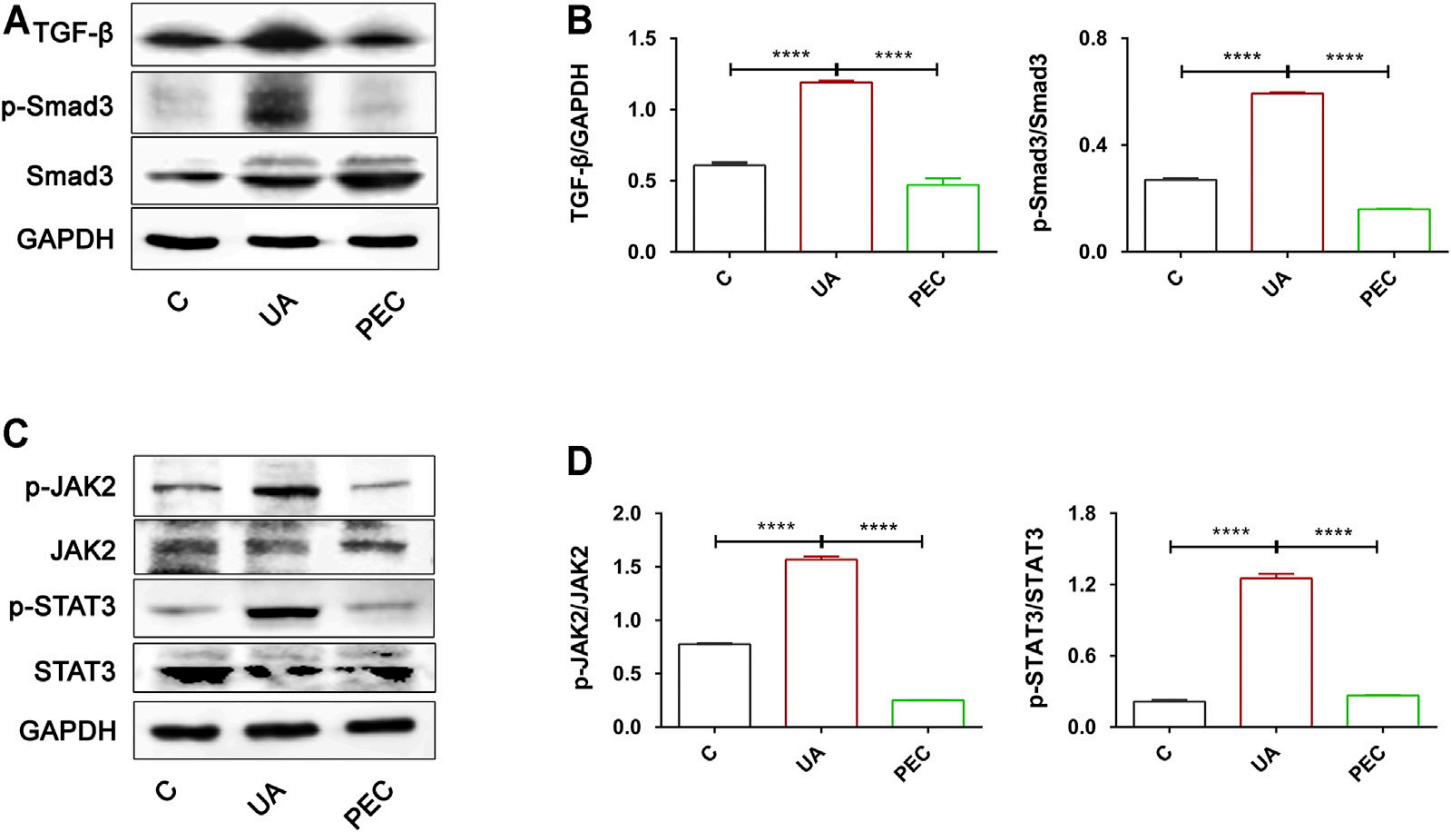
Effects of PEC on the activation of TGF-β/SMAD3 and JAK2/STAT3 signaling pathways in UA-stimulated TCMK-1 cells. **(A,B)** The TGF-β and p-Smad3/Smad3 protein levels normalized by GAPDH. **(C,D)** The p-IAK2/JAK2 and p-STAT3/STAT3 protein levels normalized by α-tubulin. All data are represented as the mean ± SD (*n* = 3). ****p < 0.0001.

## Discussion

Generally, UA is an antioxidant agent in a physiological medium (Dalbeth et al., 2021). Disturbance of the balance between UA production and excretion would lead to HUA that is considered as an independent risk factor for CKD progression (Johnson et al., 2013). Persistently high-serum UA levels was reported to trigger kidney inflammation and fibrosis that might contribute to HN (Lee et al., 2021). Current standard treatment for HUA is UA-lowering drugs represented by XO inhibitors and uricosuric agents, the nephroprotective effect of which remains controversy in CKD patients (Liu et al., 2021). Consequently, novel effective drugs for the prevention and treatment of HN need to be explored.

PEC is a natural flavonoid that showed therapeutic potential for inflammatory diseases, diabetes, and several types of cancers (Cheriet et al., 2020). Meanwhile, PEC could alleviate renal fibrosis in mice undergoing unilateral ureteral obstruction (UUO) (Li et al., 2021). However, the effects and underlying mechanism of PEC against HN remains unclear. In the present study, we noticed that PEC improved both HUA and renal damage in adenine and potassium oxonate-treated mice, as evidenced by reduced serum levels of UA, blood urea nitrogen (BUN), and creatinine and attenuated renal pathological changes. Remarkably, it was noticed that PEC at a dose of 25 mg/kg was more efficient in alleviating above biochemical parameters than PEC at a dose of 50 mg/kg. This might be explained by side effects of increased dosage as cytotoxicity effects of PEC have been reported by early studies (Lee et al., 2018). Moreover, PEC attenuated HUA-induced apoptosis characterized by the imbalance of Bcl-2/Bax and increased expression of cleaved caspase 3, suggesting the nephroprotective effects of PEC in HN.

Accumulation of UA increased the levels of inflammatory cytokines to mediate kidney injury (Li et al., 2016; Xu et al., 2021). In line with this, the elevated expression of IL-6, TNF-α, and MCP-1 were noticed in kidneys of HN mice and UA-stimulated TCMK-1cells, which was inhibited by PEC. The lipid transporter FABP4 is a potential mediator of inflammatory responses that has been suggested to play a crucial role in mediating renal inflammation and fibrosis in HN (Hotamisligil and Bernlohr, 2015; Shi et al., 2020a). Our results showed that PEC suppressed HUA-induced FABP4 expression, further illustrating its anti-inflammatory effects of PEC in HN.

Kidney fibrosis, the ultimate pathological outcome of HN, is characterized by the expression of mesenchymal cell products such as α-SMA, FN, and Col I (Lee et al., 2021). The TGF-β/Smad3 signaling pathway plays a critical role in mediating profibrotic response of renal epithelial cells and activating renal fibroblasts (Liu et al., 2015). TGF-β interacts with its receptors to phosphorylate Smad2/3 and subsequently regulates the transcription of profibrotic genes (Zhang et al., 2018). It was observed that HUA activated the TGF-β/Smad3 signaling pathway in HN mice (Balakumar et al., 2020; Shi et al., 2020b). In this study, we noticed that PEC successfully diminished HUA-induced TGF-β expression and Smad3 phosphorylation, which is in agreement with our previous finding that PEC blocked TGFβ1-induced SMAD3 phosphorylation in fibroblast (Li et al., 2021). Meanwhile, PEC significantly reduced the expression of α-SMA, FN, and Col I induced by HUA, suggesting that PEC suppressed the TGFβ1/Smad3 signaling pathway to alleviate kidney fibrosis in HN mice.

Considerable studies have implicated that activation of STAT3 via the IL-6/JAK2 cascade mediated inflammation and fibrosis in HN (Ren et al., 2021; Wu et al., 2021). Pharmacological inhibition of STAT3 was reported to attenuate kidney injury, slow down fibrosis, and suppress multiple proinflammatory cytokine production in kidneys of HN mice (Pan et al., 2021). Studies have identified PEC as a STAT3 inhibitor to suppress tumor growth and metastasis (Zhang et al., 2016; Gan et al., 2019; Li et al., 2019). Our previous study also indicated that PEC inhibited the activation of STAT3 in kidneys of UUO mice (Li et al., 2021). In the current study, treatment with PEC suppressed the phosphorylation of STAT3 signaling in kidneys of HN mice and UA-induced TCMK-1 cells, which might be the mechanism by which PEC ameliorated kidney inflammation and fibrosis in HN.

In summary, anti-hyperuricemic and nephroprotective effects of PEC were firstly demonstrated in adenine and potassium oxonate-induced HN mice and UA-treated TCMK-1 cells. Our results suggested that PEC attenuated kidney inflammation and fibrosis induced by HUA. Mechanically, we found that the nephroprotective effects of PEC were associated with the inhibition of the Smad3 and STAT3 signaling pathways. Taken together, PEC may be a candidate drug for the treatment of hyperuricemic nephropathy.

## Data Availability

The data presented in the study are accessible in the GEO repository, accession number GSE190205. The study can also be seen at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190205

# Supplementary material for: Natural Flavonoid Pectolinarigenin Alleviated Hyperuricemic Nephropathy via Suppressing TGFβ/SMAD3 and JAK2/STAT3 Signaling Pathways
**Source:** Front Pharmacol. 2022 Jan 27;12:792139. doi: 10.3389/fphar.2021.792139
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Table

Supplementary Table 1. Sequences of the primers for real-time PCR

| Mouse Gene | Sequence |
| --- | --- |
| *F-FABP4* | GGGGCCAGGCTTCTATTCC |
| *R-FABP4* | GGAGCTGGGTTAGGTATGGG |
| *F-IL-6* | ACAACCACGGCCTTCCCTACTT |
| *R-IL-6* | CACGATTTCCCAGAGAACATGTG |
| *F-TNF-α* | ACCCTCACACTCAGATCATCTTC |
| *F-TNF-α* | TGGTGGTTTGCTACGACGT |
| *F-MCP-1* | CATCCACGTGTTGGCTCA |
| *R-MCP-1* | GATCATCTTGCTGGTGAATGAGT |
| *F-Col1a1* | TGCCGCGACCTCAAGATGTG |
| *R- Col1a1* | CACAAGGGTGCTGTAGGTGA |
| *F-Fn* | GCAAACCTATAGCTGAGAAGTG |
| *R-Fn* | CAAGTACAGTCCACCATCATC |
| *F-α-SMA* | TCTCAAACATAATCTGGGTCA |
| *R-α-SMA* | CAGGGAGTAATGGTTGGAAT |
| *F-GAPDH* | GTATGACTCCACTCACGGCAAA |
| *R-GAPDH* | GGTCTCGCTCCTGGAAGATG |

How the deposited data were processed for this re-analysis (not part of the article)

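The kidneys of 3 Control mice, 3 HN mice and 3 mice given PEC 25 mg/kg were sequenced, with one library per mouse, after selection of poly(A) RNA. The replicates were numbered 2, 4 and 5 in Control, 4, 8 and 12 in HN and 1, 2 and 3 in PEC mice. The authors deposited one table with 55385 genes. Its counts are whole numbers of reads per gene, which the authors deposited without normalization. Its FPKM values were computed by the authors from these counts, the gene lengths and the total count of each library, and were not rescaled to a common sum. The columns of counts and of FPKM with the same sample name belonged together, since the log2 count and the log2 FPKM of a gene, each set against its mean over the libraries, differed with an SD of at most 0.026 over 7069 genes, against at least 0.398 for columns with different names. The paper's text does not name the aligner, the counting program or the test for differential expression. The GRCm38 coordinates of the table were identical to those of GENCODE release 21 for 51991 of the 55144 genes found in both.

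Total counts were 57714111 to 81069646 per library, with a median of 74397038, so that counting error was small beside the spread between mice. With 3 mice per group, the exact permutation test of a single gene has 10 splits and cannot reach a p under 0.05, so that tests with a shared estimate of the spread were used. limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) was run on log2(FPKM + 1), in one fit over the 9 libraries, on the 15508 genes with a mean FPKM of at least 0.5. A gene was called at a fold change of at least 1.5 (0.585 on the log2 scale) and an unadjusted p of at most 0.05, and Benjamini-Hochberg adjusted p-values were given beside the calls. The comparisons were HN against Control, PEC against HN and PEC against Control. This design was set before the data were examined and assumed FPKM alone. The table turned out to hold counts as well, and edgeR 4.0.16 (glmQLFit and glmQLFTest with TMM normalization) and DESeq2 1.42.0 on the counts, which had been planned as alternatives, are given beside limma.

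The genes named in the text follow a rule set before the data were examined. They are the genes shown in Figure 2C, the genes of the other mRNAs or proteins the paper measured (Il6, Ccl2, Fabp4 and Acta2) and of the references (Gapdh and Actb), and, for HN against Control and PEC against HN, the 5 largest rises and the 5 largest falls among genes with an adjusted p of at most 0.05 and no overlap between the groups. Marker genes and genes of the primers are named where they were tested. The result of 1 gene that the rule selects is not reported.

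The GO and KEGG terms of Figure 2D,E were tested with a one-sided Fisher's exact test in scipy 1.17.1, with Benjamini-Hochberg adjustment over the terms of each list. Terms had at least 10 genes in the background. Primers were matched as exact strings to the transcripts of GENCODE release 21. Copies of Gapdh were the genes whose transcripts matched Gapdh in blastn 2.17.0 with an identity of at least 90% over at least 50% of its transcript. GC content was that of the transcripts, for 15497 of the 15508 tested genes, and its dependence was removed with a spline of 5 degrees of freedom.

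The steps were tested on simulated counts with 200 genes changed 3-fold. limma recovered 97% of them and called 107 of the 15308 unchanged genes. edgeR recovered 98.5% and called 356. Of 10 simulated terms, 10 were recovered, and 0 of 50 terms were called where none was simulated. The simulated changes had random directions, lay in genes above a minimum FPKM, and came with no shift of all genes. In the data 5742 genes were called between HN and Control mice, 81.8% of them higher, at a median log2 change of 0.346. The simulation does not measure how calls behave under such a shift. Genes of simulated terms were drawn independently, unlike those of real terms.

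The alternatives tried were a pseudocount of 0.1, no filter on low FPKM, a mean FPKM of at least 1, adjusted p-values for the calls, a fold change of at least 2, the ratio of mean FPKM as fold change, FPKM rescaled to a common sum, by median-of-ratios factors or by quantiles, a fit of only the groups compared, limma without a trend, both tests on counts, each mouse left out in turn, different HN mice in each comparison, and all genes of the table as the background of the terms. Tried after the data had been seen were the removal of GC dependence in a pair of forms, and the terms with the calls of edgeR, with those after median-of-ratios scaling and with each mouse left out. The qPCR, Western blot, histology and cell experiments, the Allopurinol group and the higher PEC dose have no deposited data and were not analysed here.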

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

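The genes that stood apart in the PEC libraries were counted after a first look at the table. The test for a library or sequencing batch was also chosen after the libraries had been seen to separate, and the other tests here were set before their results were seen.

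In every PEC library, 51 genes were at least 8 times higher than in every Control and HN library. They included 30 processed pseudogenes, 8 small nuclear RNA genes and 7 protein-coding genes. At least 8 times lower in every PEC library were 59 genes, of which 44 were immunoglobulin V genes and 4 protein-coding genes. By the same measure, 1 gene was higher in the Control libraries and 16 were higher in the HN libraries than in both other groups. The FPKM of the 110 tested immunoglobulin V genes summed to 48.9 ± 30.0 in Control, 532 ± 53.1 in HN and 18.9 ± 7.55 in PEC mice (SD, n = 3 each). The handling of reads that match several genes is not stated, and whether these genes shared reads was not tested.

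The difference of the PEC libraries from the mean of the Control and HN libraries followed transcript length across the 15497 genes with a length, with a Spearman rho of -0.358, against 0.105 for HN against Control. With GC content rho was 0.290, under the limit of 0.3 set for this test, against 0.0770 for HN against Control. A difference by GC content was nonetheless present in every PEC library, where the deviation from the mean of the 9 libraries had a rho of 0.232 to 0.278 with GC content, against -0.255 to -0.048 in the other libraries. Of the 3100 genes with the lowest GC content, 39.6% were called lower with PEC than in HN mice, against 13.3% of the 3099 genes with a GC content of 51.6% to 55.5% and 17.9% of the 3100 genes with the highest. Genes are not independent replicates, so that no p-value is given for either. Without the counts of the ribosomal RNA loci in the totals, limma called 4831 genes between PEC and HN mice, against 4861 with them. With all libraries thinned to the smallest total, edgeR called 5661 genes, against 5693. Neither test could have moved the number far, since these loci took at most 1.73% of the counts of a library and the totals lay between 57714111 and 81069646. They leave both explanations open and do not say which genes were called. A principal component with 30.7% of the variance separated the 3 PEC libraries from the other 6. The labels and the paper give no batch, and all PEC libraries come from treated mice. The pattern cannot be told apart from a library or sequencing batch, and differences between the libraries by transcript length (rho -0.358) and by GC content (rho 0.290) may contribute to it. An effect of PEC is the explanation the design offers, and no test here separates it from these.

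The 356 loci counted as ribosomal RNA are the genes annotated as such and those overlapping CT010467. They took a mean of 0.780% of the counts in the PEC libraries, against 0.0066% in Control and 0.0103% in HN libraries. Single PEC libraries had 0.305%, 1.73% and 0.307%. Poly(A) RNA had been selected for all libraries. AY036118, Gm23935, CT010467, Gm26712 and Scgb1a1 were the 5 largest rises with PEC. AY036118 and CT010467 overlap on chromosome 17 and belong to the loci counted as ribosomal RNA. In PEC replicate 2 they had 680708 and 447100 of 65583215 counts. They held most of the counts of these loci in every PEC library, so that their rises and the share of the loci are largely 1 signal. Of the largest falls, Gm47302 lies within Col3a1 on chromosome 1, and Igkv10-96, Ighv1-26 and Igkv6-23 are immunoglobulin genes.

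Gapdh had a mean FPKM of 52.55 in PEC mice, against 4.47 in Control and 3.85 in HN mice, and every PEC library was above every other library. The counts of Gapdh alone were 12.9 times higher in the PEC libraries than in the others, relative to the library totals. Summed with its 150 copies, Gapdh had 1532 CPM (counts scaled by the library total) in the PEC libraries and 875 in the others, a ratio of 1.75. The copies alone had a ratio of 1.50. In the Control and HN libraries nearly all of this sum was counted on the copies, as Gapdh alone had 18.9 CPM there. The ratio of the sum, 1.75, was above the limit of 1.5 set for this test, and the copies were not lower in the PEC libraries. Reads assigned to Gapdh and not to its copies therefore do not account for the rise of the sum. Gapdh alone rose far more than the sum (12.9 against 1.75). Such reads may account for part of the rise of Gapdh, and the test does not exclude this. After removal of the GC dependence, the log2 fold change of Gapdh between PEC and HN mice was 3.31, against 3.46 before. Which reads were assigned to several genes is not in the table.

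Scgb1a1, a gene used as a marker of lung tissue, had a mean FPKM of 38.2 in PEC mice (51.6, 45.6 and 17.4 in the 3 libraries), and was listed at 0 in all Control libraries and in HN replicates 4 and 8. Of 7 other lung markers written down before the test, 5 were also higher in every PEC library than in every other library. These are Sftpc, Sftpb, Sftpa1, Scgb3a2 and Ager. In the PEC libraries Sftpc had 0.43 to 2.83 FPKM, and Sftpb, Sftpa1 and Scgb3a2 had at most 0.54, all well below Scgb1a1. Ager had 1.42 to 1.63 FPKM in the PEC libraries. It was also higher in the HN libraries (0.83 to 0.96) than in the Control libraries (0.04 to 0.14). A candidate explanation is lung tissue or RNA carried into the samples, with 5 of the 7 markers, but Sftpd and Scgb3a1 were not higher in every PEC library. The list was written after Scgb1a1 had been seen and before the other markers were, and the pattern cannot be told apart from this explanation.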

How the results depend on the processing

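The alternatives were set before the data were examined, apart from the removal of GC dependence and the terms with other calls or with a mouse left out, which were chosen after the data had been seen. Of the 90 log2 changes of named genes, 54 kept their direction and their side of the threshold under every alternative, those with a mouse left out included. A fold change of at least 2 left 19 of the 90 short of a call. Median-of-ratios factors left 13 short, quantile normalization 11, edgeR 10 and DESeq2 8. Removal of GC dependence left 11 short with the mean removed and 2 with it kept. A common sum brought 8 past the threshold, and edgeR and DESeq2 2 each. Quantile normalization, a pseudocount of 0.1 and the ratio of mean FPKM each brought 1 past it. edgeR called Gapdh lower in HN mice (log2 fold change -0.72, adjusted p = 0.00784 from edgeR), which limma did not. At a mean FPKM of at least 1, Mcph1 was not tested. No paired analysis was made, because the groups hold different mice and the replicate numbers do not pair them.

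The numbers of genes called depended on the scaling. With FPKM rescaled to a common sum, 9348 genes were higher and 647 lower in HN than in Control mice (93.5% of calls higher, against 81.8%). PEC lowered 7163 genes, 5564 genes were higher in HN mice and lower with PEC, and 243 showed the opposite. Median-of-ratios factors gave 2439 higher and 2233 lower in HN mice (52.2% higher), 2158 lower with PEC (48.6% of calls higher, against 28.6%), and 900 and 843 with opposite sign. Quantile normalization gave 2248 and 2171 (50.9%), 2142 lower with PEC (49.1%), and 899 and 819. edgeR gave 3028 and 2832 (51.7%), 2748 higher with PEC (48.3%), and 1253 and 1243. DESeq2 gave 2812 lower in HN mice (52.7% higher), 2717 higher with PEC (46.9%), and 1239 lower in HN mice and higher with PEC. After removal of GC dependence and mean from each library, 2216 and 2326 genes were called in HN mice, 2026 were lower with PEC, and 949 and 887 had opposite sign. The median log2 change of all tested genes between HN and Control mice was 0.346 as deposited, 0.755 with a common sum, 0.005 with median-of-ratios factors, -0.066 with quantiles and -0.009 with edgeR. Between PEC and HN mice it was -0.19, -0.549, -0.02, -0.013 and -0.008. Between PEC and Control mice, 70.5% of calls were higher as deposited, 49.9% with median-of-ratios factors, 47.8% with quantiles, 52% with edgeR and 51.7% with DESeq2. The choice between these scalings sets which genes count as unchanged, and the table does not decide it.

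A fold change of at least 2 gave 2177 higher and 501 lower in HN mice, 605 higher and 1213 lower with PEC, 587 and 145 with opposite sign, and 2105 between PEC and Control mice. The ratio of mean FPKM as fold change gave 2902 genes higher in HN mice and lower with PEC. The pseudocount of 0.1, the other filters, adjusted p-values, the fit of only the groups compared and limma without a trend left the 7 counts within 1.5 times of those reported. With each mouse left out, the counts in HN mice were 4409 to 4834 and 1012 to 1062, those with PEC 1330 to 1463 and 3351 to 3619, those with opposite sign 1842 to 2098 and 377 to 450, and those between PEC and Control mice 4953 to 5433.

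Some changes of named genes changed sign, none of which had been called as reported. Smad6 in HN mice was -0.041 with median-of-ratios factors, -0.121 with quantiles, -0.064 with edgeR, -0.049 with DESeq2 and -0.129 with GC dependence and mean removed. Fabp4 in HN mice was -0.207, -0.058, -0.205, -0.193 and -0.106 under the same settings. Acta2 with PEC was 0.064 with median-of-ratios factors, 0.074 with edgeR and 0.063 with DESeq2. Gapdh in HN mice was 0.185 with a common sum. Actb with PEC was -0.289 with a common sum, -0.192 with quantiles and -0.063 with GC dependence removed and the mean kept. With each mouse left out, Fabp4 with PEC ranged from -0.353 to 1.220, and Actb with PEC from -0.017 to 0.132. Of the 810 changes of named genes with a mouse left out, 801 were the same, 7 fell short of a call and 2 changed sign. The 7 were Ccl2 with PEC in 4 fits, Smad1 with PEC in 1, and Smad4 and Smad7 in HN mice in 1 each. Smad6 (0.358 as reported) and Fabp4 (0.244) in HN mice changed sign under settings in which the median change of all genes was near 0 and not 0.346. Fabp4 with PEC changed sign without replicate 3, which had 111 FPKM beside 11.7 and 13.3 in the others. The cause of the other changes was not tested.

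For the terms of Figure 2D,E, the calls of edgeR gave 19 enriched GO and 8 enriched KEGG terms in HN mice, and 14 and 4 among the genes with opposite sign. The calls after median-of-ratios scaling gave 3 KEGG terms among the genes with opposite sign. All genes of the table as background gave 38 GO terms there. With each mouse left out, 7 to 13 KEGG terms were enriched there. With both directions taken together, the enrichment of lipid metabolic process among the genes with opposite sign was 0.978 as reported, 1.441 with edgeR, 1.511 with median-of-ratios factors, 1.295 with all genes as background and 0.915 to 1.079 with each mouse left out. That of apoptotic process was 0.851 with edgeR, 0.805 with median-of-ratios factors and 0.964 to 1.156 with each mouse left out. That of Apoptosis was 0.870 with edgeR and 0.923 with median-of-ratios factors. The cause was not tested. Il6, with 0 counts in every Control library, was under the filter on FPKM and was not tested.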

Differences from the paper's values

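The paper's text gives 796 genes as up-regulated in HN mice, against 4699 here, and none of the alternatives set before the data were examined closed the gap. The nearest was a fold change of at least 2, with 2177. The paper's text gives 1998 genes as down-regulated in HN mice, against 1043 here. With median-of-ratios factors (2233), quantile normalization (2171), edgeR (2832) and DESeq2 (2812) the value was within 1.5 times of the paper's, and with the other alternatives set before the data were examined it was not. It was also within 1.5 times after removal of GC dependence and mean (2326), which was chosen after seeing the values.

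Of the genes whose change was reversed by PEC, the paper's text gives 1421 as down-regulated, against 412 here. With edgeR (1243) and DESeq2 (1239) the value was within 1.5 times of the paper's, and with the other alternatives set before the data were examined it was not. The paper's text gives 293 as up-regulated, against 1931 here, and none of the alternatives set before the data were examined closed the gap. These values were computed by taking the text's words for the direction of the change in HN mice.

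Read by eye, the bars of Fig. 2B stand at about 4000 genes up and about 800 down between Control and HN mice, against 4699 and 1043 here, and neither pair differs by more than 1.5 times. Under other settings they did. The higher genes were 2439 with median-of-ratios factors, 2248 with quantiles, 9348 with a common sum, 2177 at a fold change of at least 2, 6055 with a pseudocount of 0.1 and 6187 with the ratio of mean FPKM. The lower genes were 2233 with median-of-ratios factors, 2171 with quantiles, 2832 with edgeR, 2812 with DESeq2, 501 at a fold change of at least 2, 1242 with a pseudocount of 0.1 and 1260 with the ratio of mean FPKM. The bars for PEC stand at about 1400 and about 290. Read as genes that were higher in HN mice and lower with PEC, and the opposite, they do not differ by more than 1.5 times from the 1931 and 412 found here. They did differ with median-of-ratios factors (900 and 843), quantiles (899 and 819) and a fold change of at least 2 (587 and 145). The same held for a pseudocount of 0.1 (2719 and 564) and the ratio of mean FPKM (2902 and 549). The first also differed with a common sum (5564). The second also differed with edgeR (1243), with DESeq2 (1239) and without PEC replicate 3 (450). Read as all genes higher and lower with PEC than in HN mice, about 1400 compares with 1389. The number of higher genes differed by more than 1.5 times with edgeR (2748), DESeq2 (2717) and a fold change of at least 2 (605). However, about 290 in Fig. 2B, read by eye, compares with 3472. None of the alternatives set before the data were examined closed that gap. In the figure the larger bar of each pair is the one for higher genes, while in the paper's text the larger number of each pair is given to the down-regulated genes.

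The paper presents the genes of Figure 2C, with Bax and Tnf named in the text, as significantly modulated by PEC. Bax (log2 fold change -0.36) and Tnf (-0.32) did not reach the fold change needed for a call, nor did Smad3 (-0.33), Smad5 (-0.40), Tnfrsf1a (-0.37), Src (-0.38) and Mcph1 (-0.18). With FPKM rescaled to a common sum, Bax (-0.73), Tnf (-0.70), Smad3 (-0.70), Smad5 (-0.78), Tnfrsf1a (-0.74) and Src (-0.76) were called, where the median of all tested genes was -0.549. Mcph1 was not called with PEC under any setting.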

Other observations

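The tests of GC dependence with the mean of each library kept and of the scaling of the libraries were chosen only after their results had been seen, and the other tests of this part before.

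Each count of genes was compared with other splits of the mice. For genes higher in HN than in Control mice, 1 of the 10 splits of the 6 mice, the real one, gave as many, and the same held for genes lower in HN mice (1 of 10), genes higher (1 of 10) and lower (1 of 10) with PEC than in HN mice, and genes called between PEC and Control mice (1 of 10). The largest count of any other split was 321 genes, and 10 splits cannot give a share under 0.05. For the genes with opposite sign, 100 of the 280 splits of the 9 mice into 3 groups of 3 were drawn, the real one included. As many genes as the 1931 higher in HN mice and lower with PEC were found in 5 of the 100 splits, and as many as the 412 lower in HN mice and higher with PEC in 12 of the 100. The other splits among these, 4 and 11, all kept one of the real groups together, as did 11 of the splits drawn. Splits that keep one real group together can therefore give as many genes with opposite sign, and the count alone does not measure reversal. An earlier draw, in which one split stood under several labellings, had given fewer such splits and was replaced by this one.

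The genes with opposite sign were tested further. With different HN mice in each comparison, at least 1702 and at least 358 genes had opposite sign, so that noise in a shared HN mean does not account for them. Removal of GC dependence and mean from each library gave 949 and 887, but median-of-ratios factors, which change the scaling alone, gave 900 and 843. With the mean of each library kept, removal of GC dependence gave 2038 and 393. The fall from 1931 to 900 is consistent with a part of the genes higher in HN mice and lower with PEC resting on the scaling of the libraries by their total counts. The direction of that fall is set by the scaling, which lowers the changes of all genes in HN mice alike, and only its size was open. For the 412 genes lower in HN mice and higher with PEC the same scaling adds genes (843), while a common sum gave 243, so that this test decides nothing about them.

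Most genes called in HN mice were higher, and the scaling was tested as an explanation. With mitochondrial genes left out of the totals, the median log2 difference between HN and Control mice was 0.262, against 0.346 with them, which is above the limit set for this test. With the 100 most counted genes left out of the totals it was 0.169, below that limit. A smaller share of the most counted genes in HN mice may therefore account for much of the excess of higher genes (0.169). Whether that share fell in the kidney or in the preparation of the libraries was not tested.

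Fabp4 had 13.6 ± 1.61 FPKM in Control, 16.6 ± 4.68 in HN and 45.5 ± 57.1 in PEC mice (SD, n = 3 each). The PEC mean rests on replicate 3 with 111 FPKM, beside 11.7 and 13.3 in the others. All 8 adipocyte markers written down before the test were highest in PEC replicate 3, among them Adipoq with 61.2 FPKM and at most 4.87 in any other library. HN replicate 12 had more of them than the other HN mice. Its Cfd was 38.1 FPKM beside 1.15 and 0.07, its Retn 3.02 and its Cidec 2.78. It had the highest Fabp4 of the HN mice with 21.8 FPKM beside 15.5 and 12.6. Control replicate 2 likewise had more Cfd (11.98 FPKM beside 0.19 and 0.05) and Cidec (2.01 beside 0.1 and 0.05) than the other Control mice. Its Fabp4 was 14.8 FPKM beside 14.3 and 11.8. For PEC replicate 3 the markers (8 of 8) fit fat tissue carried into the sample, and no biological explanation was tested. The protocol in the sample labels speaks of an adipose tissue, while the tissue given is kidney.

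Other genes that the paper measured by PCR or Western blot had these values in RNA-seq. Il6 was listed at 0 in all Control libraries, at 0.560, 0.290 and 0.350 FPKM in HN mice and at 0.0700, 0.0200 and 0.230 in PEC mice. It was under the filter on FPKM and was not tested. Ccl2 had 0.653 ± 0.293 FPKM in Control, 22.7 ± 8.17 in HN and 12.2 ± 4.23 in PEC mice (SD, n = 3 each), and its log2 fold change with PEC of -0.84 was called by limma but not by edgeR. Acta2 had 16.1 ± 0.525, 57.7 ± 4.76 and 51.7 ± 4.51 FPKM (SD, n = 3 each), and its change with PEC (-0.16) was not called. Bcl2 had 1.48 ± 0.0814, 3.31 ± 0.0737 and 1.68 ± 0.0723 FPKM (SD, n = 3 each), so that it rose in HN mice together with Bax. Actb had 97.8 ± 17.7 FPKM in Control, 262 ± 8.25 in HN and 277 ± 32.1 in PEC mice (SD, n = 3 each). MCP-1, which the paper measured, is the product of Ccl2, which Figure 2C does not show. The Mcph1 of that figure is another gene, on chromosome 8 from 18595131 to 18803189.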
